A study of Macaca mulatta with 16 samples. Its data were reported in "Ankyrin-3 as a molecular marker of early-life stress and vulnerability to psychiatric disorders" (2016).

How the data were processed

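DNA methylation was profiled by MeDIP-chip, in which sheared genomic DNA is immunoprecipitated with an antibody against 5-methylcytosine and the bound fraction is hybridised together with the input DNA to a promoter tiling microarray. Samples came from male rhesus macaques aged 2 years that were either mother-reared (MR), the control group, or surrogate peer-reared (SPR), that is, separated from the mother and given an artificial substitute and the company of other infants. Whole blood was analysed from 5 MR and 5 SPR animals and buccal swabs from 3 MR and 3 SPR animals, and the 6 buccal animals also belonged to the blood groups. Animals are named by the codes in the labels.

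Per the file headers, the deposited scanner files hold spot intensity values of a 2-colour Agilent array extracted with Feature Extraction 10.7.3.1, with the bound fraction in Cy5 and the input in Cy3. The authors' processed intensity was background-subtracted, detrended and dye-normalized by a linear factor in each array, with no lowess step. The deposited series table holds the authors' log2 ratio of bound over input. Against the scanner values, this table matched the log2 ratio of background-subtracted median signals, with a rank correlation of at least 0.999999 on every array. Its column medians were near -0.58 in blood and near -1.33 in buccal swab. The percentiles 1 to 99 differed by at most 0.02 between blood columns and 0.0086 between buccal columns, compared with up to 1.02 and 2.58 for median-centred scanner values, which fits quantile normalization of each tissue separately. The table was therefore not used for the test of blood against buccal swab. The interaction and the agreement between tissues were repeated with it. The submitters' processing notes name limma. The study's methods describe log-ratios, quantile normalization, a Bayesian deconvolution that estimates methylation from probe intensities, limma per probe and a 2-stage rule for promoters. The deconvolution was not applied here.

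Each array carried 418577 probes in 20788 tiled promoter regions on chromosomes 1 to 16 and X of the rheMac2 build. Probe names give the coordinates of the tiled region, and the files do not pair probes with genes. The reference tables hold another genome build. Regions are therefore named by chromosome, start and end, and the analyses of single genes, gene lists and cell type markers that had been planned were not run. Genes are not analysed here.

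The main values were log2(bound/input) of the processed intensities, centred on each array's median over the probes kept in the comparison. A probe was kept when its input signal was well above background on every array of the comparison and no array had it marked as a non-uniform or population outlier. This kept 280176 probes in blood, 21683 in buccal swab and 21329 over the 12 arrays of the animals with both tissues. The outlier marks removed 950, 4485 and 4562 probes. A region entered with at least 3 kept probes, which left 19230, 2762 and 2691 regions. For arrays no sampling depth applies, and their number limits the precision.

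SPR and MR were compared in each tissue with limma 3.58.1 (lmFit and eBayes, R 4.3.3), per probe and on the mean of each region, with Benjamini-Hochberg adjustment and a threshold of 0.05. The mean gives each animal a single value per region. The 2-stage rule of the study was applied beside it, to the filtered and median-centred log ratios, so that its input differed from that of the study. In this rule, the moderated statistics of the probes of a region are compared with those of all other probes by a rank-sum test, and a region is called at a false discovery rate of at most 0.2 when it also holds at least 1 probe with an unadjusted p of at most 0.05 and a difference of at least 0.5. Blood and buccal swab were compared in the 6 animals with both tissues, with the animal as a block. The pairing comes from the animal codes. Over the 500 regions most variable in blood, the mean correlation between the blood and buccal deviations of an animal was 0.04. For this value the arrays of both tissues were quantile-normalized together. The interaction of rearing and tissue was tested on the difference between tissues in each animal. Agreement between tissues was the Pearson correlation, across regions, of the SPR minus MR differences.

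The rule for regions to name, set before the data were examined, took the 5 highest and the 5 lowest mean differences past the adjusted threshold. Where fewer than 10 passed, it took the smallest rank-sum p among regions called by the 2-stage rule, and otherwise the smallest p of all. As regions could not be given gene names, the first 2 in each direction are named and the others are summarised.

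The arrays lay on 8 slides scanned on 1 day. Each slide held arrays of 1 group except 1 slide of blood and 1 of buccal swab, each with SPR ZI38 and MR ZI40. No slide held both tissues. Slide was therefore examined as a random block (duplicateCorrelation, statmod 1.5.0) and within the slide holding both groups. Other alternatives were quantile normalization, scaling to a common median absolute deviation, cyclic loess, normexp with an offset of 50 (on median signals, as mean signals were not used here), the authors' values, other filters, the code prefix as a block, at least 8 probes, region medians, an estimated inter-probe correlation and leaving out each animal. Centring on all probes, keeping outlier-marked spots, leaving out 3 dim buccal arrays, and slide as a random block between tissues were chosen after seeing the data. Dim here means an input signal close to that of the negative-control probes.

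The procedure was tested on simulated data, made by adding known changes to 200 regions of the real arrays after mixing the groups. By region means, 96% of changes of 1 on the log2 scale were recovered in blood over 19230 regions, 58% in buccal swab over 2762 regions and 66% between tissues over 2691 regions. For changes of 0.5 the shares were 24%, 2% and 18%. In blood, the changed side held all ZH animals and ZI38. Between tissues, the labels of ZI38, ZI42 and ZI56 were swapped, so that real tissue differences added to the spread. The 200 regions were also a larger part of those tested in buccal swab and between tissues. These shares are therefore not comparable with each other and do not give the recovery in the real comparisons.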

Results

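MeDIP-chip was used to compare promoter methylation of MR and SPR monkeys in whole blood and in buccal cells. In the 10 blood arrays, 73.1% to 87.8% of probes were well above background in the input channel. The SD of the log ratio over all probes was 1.02 in SPR ZI38 and 1.07 in MR ZI40. These arrays shared the blood slide with both groups, and the other blood arrays had SDs of 1.25 to 1.42. The mean correlation of each blood array with the other blood arrays was between 0.78 and 0.82 over all probes. The buccal arrays were more variable, with 10.3% to 85.7% of probes well above background. In MR ZI40, MR ZI56 and SPR ZI38 the median input signal was only 1.11, 1.09 and 1.15 times that of the negative-control probes, compared with 2.56 to 3.60 in blood. These are the dim arrays, although their input medians of 227, 410 and 226 exceeded the highest in blood, 136. Their negative-control medians were 204, 375 and 196, compared with at most 41 in blood. SPR ZI42 and SPR ZI46, with ratios of 1.5 and 1.92, also lay below every blood array. Among buccal arrays only MR ZI60, with 3.825, did not. The MR ZI40 buccal array had a mean correlation of 0.13 with the other buccal arrays, while the highest value in this tissue was 0.47, in MR ZI60.

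**Figure D1:**
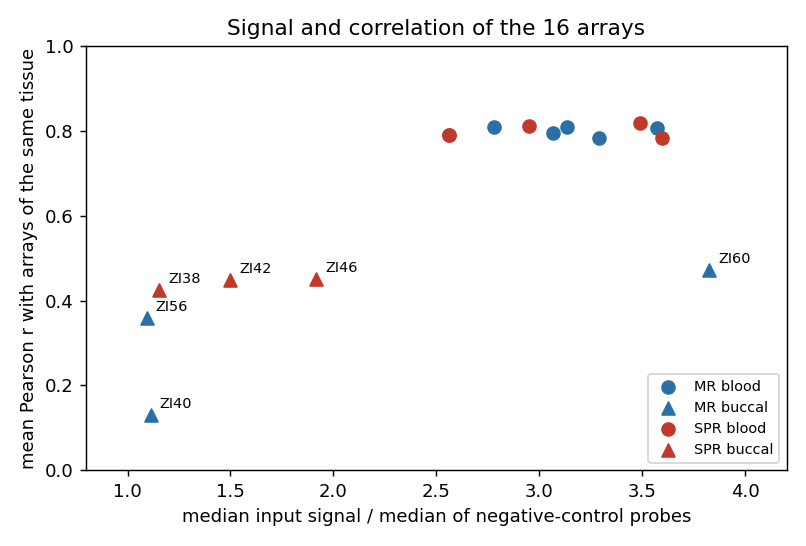
Median input signal relative to negative-control probes (x axis, ratio) and mean Pearson correlation with the arrays of the same tissue over all probes (y axis) for each of the 16 arrays. Circles are blood and triangles are buccal swab, and 3 buccal arrays lie near a ratio of 1, where probe and control signals are alike.

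Over 19230 regions in blood, the mean log2(bound/input) of the 10 animals lay between -1.59 at the 5th percentile and 1.56 at the 95th percentile, and the median SD of a region between animals was 0.21. Values of different regions come from different probes and give no difference in level between regions.

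To establish whether rearing was associated with methylation in blood, SPR and MR animals were compared for each probe and each region. No probe and no region differed between the groups (limma, adjusted p under 0.05). The smallest adjusted p was 0.24 for probes and 1.00 for regions. At an unadjusted p under 0.05 there were 11529 probes, or 4.11% of those tested, and 699 regions, or 3.63%. The probe call of the study, without adjustment, gave 9218 probes, of which 4787 were higher and 4431 lower in SPR. No region mean differed by more than 1 between the groups.

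The 2-stage rule called 2544 regions in blood, with 1254 higher and 1290 lower in SPR. With the inter-probe correlation in a region estimated from the residuals, it called 52. Of 100 splits of the 10 animals, 47, the real one included, gave as many as 2544. The region at chromosome 13, 99966669 to 99969169, had a log2(bound/input) of 0.64 ± 0.20 (SD, n = 5) in SPR and 0.27 ± 0.12 (SD, n = 5) in MR. The difference was 0.36 with an SE of 0.12, and 4 of the 5 SPR animals were above all MR animals. Values at chromosome 9, 124733203 to 124735703, were 1.11 ± 0.35 (SD, n = 5) in SPR and 0.73 ± 0.14 (SD, n = 5) in MR, a difference of 0.38 with an SE of 0.15. On the opposite side, the region at chromosome X, 70017108 to 70021907, was at -0.46 ± 0.13 (SD, n = 5) in SPR and -0.12 ± 0.11 (SD, n = 5) in MR, and all 5 SPR animals were below all MR animals. Chromosome 4, 31308208 to 31313927, was at 0.15 ± 0.06 (SD, n = 5) in SPR and 0.37 ± 0.15 (SD, n = 5) in MR. These regions were called by the 2-stage rule only. Their adjusted p by region means was 1.00 (limma). Among the 10 regions taken by the naming rule, the differences were between 0.28 and 0.43 for the 5 higher regions and between -0.36 and -0.22 for the 5 lower ones. On the slide that held both groups, SPR ZI38 minus MR ZI40 was 0.29, -0.0039, -0.22 and -0.02 for the 4 regions in the order above. Log ratios on both of these arrays were less spread than on any other blood array, which limits this check. With normexp the differences at chromosomes 13 and X were 0.22 and -0.19 instead of 0.36 and -0.35, and with the median of the probes that at chromosome 4 was -0.14 instead of -0.22. The rule called 535 regions with normexp and 4632 without SPR ZI38.

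**Figure D2:**
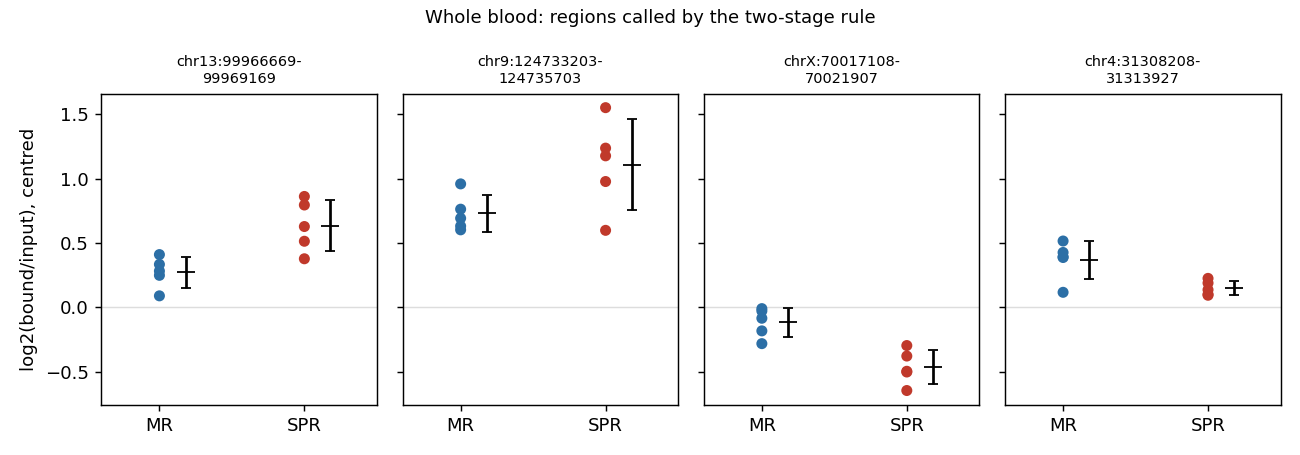
Centred log2(bound/input) in blood (y axis) for 4 regions in each MR (blue, n = 5) and SPR (red, n = 5) animal, with mean and SD beside the points. The groups do not overlap at chromosome X, and they overlap in the other 3 regions.

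Next, the same comparison was made in buccal cells. No probe and no region differed between 3 SPR and 3 MR animals (limma, adjusted p under 0.05), and the smallest adjusted p was 1.00 for both. At an unadjusted p under 0.05 there were 233 probes, or 1.07%, and 16 regions, or 0.579%. Both are below the share of 0.05 expected where nothing differs, so that the test may have been conservative and may have missed differences. The 2-stage rule called 1 region, at chromosome 14, 11162252 to 11164752, named here after its values were seen. It was at -0.12 ± 0.26 (SD, n = 3) in SPR and 0.39 ± 0.28 (SD, n = 3) in MR. No region was called at a false discovery rate of 0.05, with quantile normalization, deviation scaling, cyclic loess or the authors' values, or without any one of ZI38, ZI42, ZI46 and ZI56. The count rose to 2 with all-probe centring, 4 with the estimated inter-probe correlation, 149 without MR ZI60 and 1782 with no filter. The regions with the smallest p did not pass the threshold. The region at chromosome X, 152514737 to 152517286, was at 1.19 ± 0.37 (SD, n = 3) in SPR and 0.30 ± 0.38 (SD, n = 3) in MR. This difference of 0.89 was 0.33 with no filter, 0.48 without the 3 dim arrays, 0.49 with the authors' values, 0.52 with all-probe centring and 0.55 with normexp. A second region of chromosome X, 73523314 to 73525814, was at 1.37 ± 0.22 (SD, n = 3) in SPR and 0.71 ± 0.34 (SD, n = 3) in MR. The difference of 0.67 was 0.38 with quantile normalization, 0.35 with cyclic loess, 0.29 with all-probe centring, 0.28 without MR ZI56 and 0.19 with the authors' values, and it reversed to -0.26 with no filter and to -0.15 without the 3 dim arrays, which leaves a single MR array. Neither chromosome X region kept enough probes to be tested when both channels had to be well above background. Lower values in SPR were measured at chromosome 3, 166772651 to 166775151, with -0.68 ± 0.12 (SD, n = 3) against -0.12 ± 0.16 (SD, n = 3) in MR. Here -0.56 became -0.20 without MR ZI40, -0.21 without the dim arrays, -0.28 with flagged spots kept, -0.32 with normexp, -0.87 with the authors' values and -0.93 with all-probe centring. At chromosome 1, 36265261 to 36267786, SPR was at -0.22 ± 0.20 (SD, n = 3) and MR at 0.41 ± 0.27 (SD, n = 3), and -0.62 became -0.32 without the dim arrays, -0.99 with the authors' values and lower still with all-probe centring. Only 2762 regions could be tested in this tissue, as few probes were well above background on all 6 arrays. The dim arrays were MR ZI40, MR ZI56 and SPR ZI38, so that input close to the negative controls was not balanced between the rearing groups. Across regions, the slope of buccal on blood values was 0.08 in MR ZI40, 0.33 in MR ZI56 and 0.95 in MR ZI60. In SPR animals it was 0.50 to 0.63. Whether log ratios pulled toward 0 affected the rearing comparison was not tested.

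The rearing differences of both tissues were then compared. Across 2762 regions, which are not independent replicates, the SPR minus MR difference in blood had a Pearson correlation of 0.17 with that in buccal cells. This correlation was 0.0959 with deviation scaling, 0.11 with quantile normalization and 0.25 with no filter over 20174 regions. It was 0.11 to 0.28 without single animals. Without the 3 dim buccal arrays it was -0.0912, but over 17146 regions and with the single MR buccal array of ZI60, so that the 2 values are not directly comparable. With the 6 shared animals assigned to groups of 3 in all 20 ways, 7 assignments, the real one included, gave a correlation as high, and the highest other value was 0.58. With the blood difference taken from the 4 animals that had no buccal array, the correlation was 0.03. The rearing difference itself did not differ between tissues in any of 2691 regions (limma on the difference in each animal, adjusted p under 0.05), and 39 regions, or 1.45%, had an unadjusted p under 0.05. This, too, is below the share of 0.05 expected where nothing differs, and recovery of known changes was not simulated for this test.

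Blood and buccal cells of the same animals differed in 966 of 2691 regions (limma with the animal as a block, adjusted p under 0.05), with 646 higher and 320 lower in buccal cells. The largest increase was at chromosome 15, 104725879 to 104728379, where buccal cells were at 1.43 ± 0.73 (SD, n = 6) and blood at -1.48 ± 0.42 (SD, n = 6). The difference was 2.90 with an SE of 0.28 (limma, adjusted p = 0.000199), and it had the same direction in 6 of 6 animals. At chromosome 3, 120246565 to 120249065, values were 0.11 ± 0.09 (SD, n = 6) in buccal cells and -1.82 ± 0.42 (SD, n = 6) in blood (limma, adjusted p = 8.12e-05). Conversely, the region at chromosome 10, 81836364 to 81838864, was at 0.29 ± 0.59 (SD, n = 6) in buccal cells and 1.71 ± 0.40 (SD, n = 6) in blood, a difference of -1.42 with an SE of 0.17 (limma, adjusted p = 0.000435). At chromosome 1, 138393820 to 138396369, values were -0.43 ± 0.56 (SD, n = 6) in buccal cells and 0.88 ± 0.30 (SD, n = 6) in blood (limma, adjusted p = 0.00141). All 4 regions kept their direction and an adjusted p under 0.05 under every alternative in which they were tested, but the size moved. Those at chromosomes 10 and 1 kept too few probes to be tested when both channels had to be well above background. At chromosome 3 the difference of 1.92 was 1.19 without the 3 dim buccal arrays and 1.13 with no filter, and at chromosome 10 it was -0.82 with no filter. The other 3 regions taken in each direction had differences of 1.66 or more and of -1.24 or less.

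**Figure D3:**
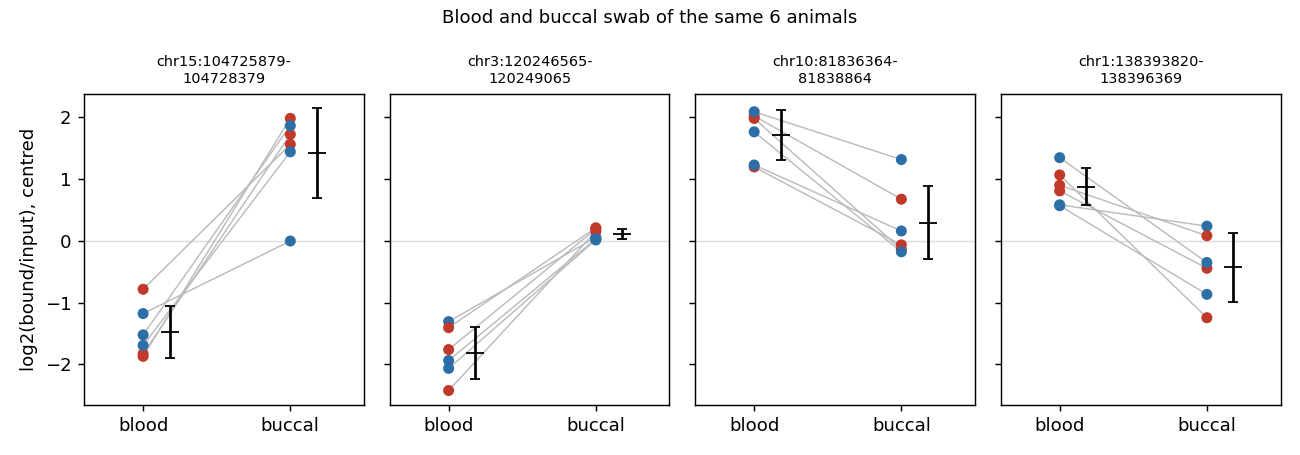
Centred log2(bound/input) (y axis) of 4 regions in blood and buccal swab of the same 6 animals, joined by lines, with SPR in red and MR in blue and mean and SD beside the points. Every animal changed in the same direction in each region.

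The direction of the tissue differences depended on the centring. With each array centred on all its probes, 138 regions were higher and 671 lower in buccal cells, and the median difference over regions was -0.23 instead of 0.08. After quantile normalization 238 were higher and 365 lower, and after cyclic loess 235 were higher and 327 lower, whereas deviation scaling gave 316 higher and 99 lower. With normexp the counts were 698 and 530, and with no filter on the input signal of probes 4502 and 3490. Without the 3 dim buccal arrays, 17106 regions could be tested, of which 574 were higher and 544 lower in buccal cells. All 966 regions were tested in these 3 animals, where 846 had the same direction and 122 were called. As the 3 are among the 6, this is no independent test. No slide held both tissues, and with slide as a random block 1222 regions differed. The correlation within slides was -0.23 in this fit, so that it does not allow for arrays of a slide being alike.

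**Figure D4:**
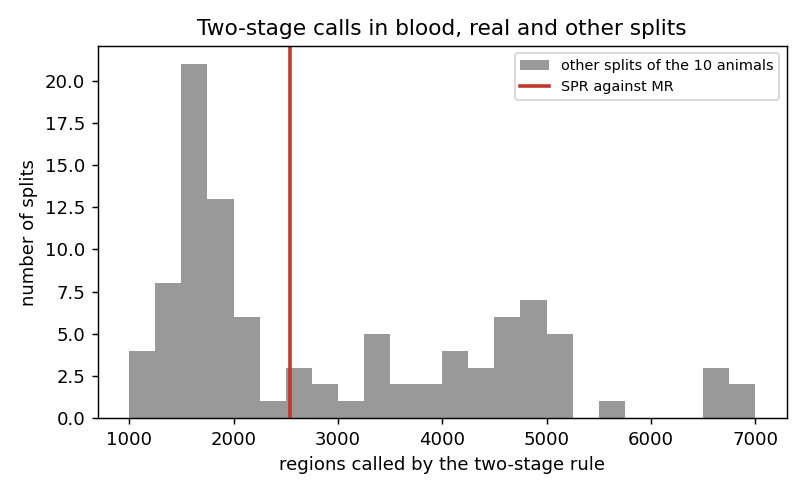
Number of regions called by the 2-stage rule in blood (x axis) over 99 other splits of the 10 animals into 5 and 5 (grey bars, y axis: number of splits) and for SPR against MR (red line, 2544 regions). The other splits called between 1039 and 6788 regions.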

Values the study reported

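The study gave the sample sizes of its methylome analysis as N = 5 control and N = 5 stressed monkeys for whole blood, and N = 3 and N = 3 for buccal samples. It described the methylation of Ank3 as higher in stressed monkeys in both of these tissues.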

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

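The comparisons with other splits in blood and buccal swab, the tests of values near 0 and across 0, the slide block between tissues and the settings without dim arrays were chosen after the results were seen. A value far from the others was looked for in 22 checks, each of 1 measure in 1 of the blood groups. Chance gives about 1 in 20, and 1 was found. The SPR ZI38 blood array had 0.0965% of its probes marked as outlying, compared with 0.0122% to 0.0258% in the other SPR animals. Buccal arrays were not part of these checks, and the MR ZI40 buccal array had 5.77% marked. In data outside the comparisons, the negative-control probes gave a brighter input signal in 5 of the 6 buccal arrays than in any blood array. Their median reached 375 in MR ZI56 and was at most 41 in blood.

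The 2-stage rule called 2544 regions in blood, although no region passed by its mean. Chance could not be excluded, as 47 of 100 splits of the 10 animals gave as many regions and the highest other split gave 6788. Of the 27 other splits that parted as many slides as the real one, 22 gave as many regions, which points to a structure of the samples, and the consensus correlation within slides was 0.38, although 1885 regions were called with slide as a random block. Neighbouring probes that vary together may account for most calls, since 52 regions were left once their correlation entered the variance. Rearing stays open. The SPR minus MR difference of the 4 ZH animals correlated across regions with that of the 6 ZI animals at 0.0979. This value was reached by 3 of 60 pairs of splits, the real one included. Each slide of ZH animals held a single group. The other ZH splits part slides that the real one keeps together, so that this share does not measure chance.

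For probes and region means in blood the real count was 0, so that all 100 splits gave as many by construction, which says nothing about chance. The highest other counts were 2 and 3. In buccal swab, 10 splits are too few for a share under 0.05. The 2-stage rule gave 1 region, with as many in 4 of the 10 splits and 184 in the highest other. For probes, for region means and for the interaction of rearing and tissue the real count was 0, so that all 10 splits gave as many by construction and nothing was tested. The highest other counts were 0, 0 and 3.

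For the 966 regions that differed between tissues, 1 of 32 within-animal swaps of the tissue labels gave as many, the real one, and the highest other gave 311. This argues against chance where animals vary independently, but animals lay in pairs on slides, and no slide held both tissues. The 4 swaps that keep the animals of a slide together are too few for a share under 0.05, and the highest other of them gave 0.

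The buccal mean was nearer 0 than the blood mean in 88.0% of the 966 regions. Among the 1157 regions called without ZI60 with the regions of all 12 arrays retained, 67.9% had the same direction in ZI60. Of the buccal arrays, only that of ZI60 had input over negative controls as high as in blood. Log ratios pulled toward 0 in dim arrays may contribute, and they and a tissue difference cannot be told apart for these regions as a set, as neither share reached the bound set for it. In 245 of the 966 regions the tissues lay on opposite sides of 0, in 91 beyond the 95% interval of the buccal mean, and in 7 when this was also required with all-probe centring, so that the side of 0 turned on the centring and did not exclude such a pull.

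The correlation of the rearing differences between tissues was 0.20 over the 6 shared animals and 0.0329 with the 4 other blood animals, a gap of 0.17. The SD over splits was 0.24 for the first and 0.09 for the second. Without the 3 dim buccal arrays, with a single MR buccal array and other regions, the correlation with all blood animals was -0.0912. The input channel alone gave 0.0569. Over the 6 shared animals, 4 of 10 splits, the real one included, gave as high a correlation, and the highest other gave 0.62. With the 4 other animals, 9 of 20 assignments gave as high a correlation. Chance, differences between the animals, rearing and input DNA therefore cannot be told apart here.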

How the results depend on the processing

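Counts of 0 for probes and regions by mean in blood and buccal swab were also 0 under the alternatives of normalization, background, filter and slide block, in blood with the code prefix as a block, and for regions with the median or at least 8 probes. In buccal swab only 103 regions had at least 8 probes. Those taken by the naming rule in buccal swab and between tissues had 3 to 5 probes. The study's unadjusted probe call gave 9218 probes in blood and 233 in buccal swab. Leaving out single animals gave 0 to 5 probes in blood, with 5 without SPR ZH60 and 1 without MR ZI60. The 2-stage count in blood was 52 with the estimated inter-probe correlation, 1306 at a false discovery rate of 0.05, 535 with normexp, 1885 with slide as a random block, and 2254 to 4632 without single animals, the highest without SPR ZI38. In buccal swab it was 4 with the estimated correlation, 2 with all-probe centring, 1782 without a filter, and 0 at a rate of 0.05, with quantile normalization, deviation scaling, cyclic loess or the authors' values. It was 0 to 149 without single animals, with 149 without MR ZI60, and 1300 without the 3 dim arrays, where the lone MR array is assumed to vary like the others. The tissue count was 603 with quantile normalization, 415 with deviation scaling, 562 with cyclic loess, 7992 without a filter (20174 regions tested), 609 to 1263 without single animals, the lowest without ZI42, and 797 with no block for the paired animals. The interaction count was 1 with all-probe centring and 32 of 17106 regions without the 3 dim arrays, where MR is again the single animal ZI60. The correlation between tissues was -0.0912 without these arrays, with the same limit, and 0.11 to 0.28 without single animals. It was 0.0959 with deviation scaling, 0.11 with quantile normalization and 0.25 with no filter. The SPR minus MR difference at chromosome 9 in blood was -0.0039 on the slide with both groups. In buccal swab, that of the second chromosome X region was -0.26 without a filter and -0.15 without the dim arrays. Chromosome X minus autosomes in blood, which sets different probes against each other, was -0.0020 with the authors' values and -0.0059 without a filter, but 0.14 with both channels above background and 0.05 with normexp, in 10 of 10 animals each. The cause of these shifts was not tested, also where fewer or more regions entered. All-probe centring, keeping marked spots, leaving out dim arrays and the slide block between tissues were chosen after seeing the data. Gene-level analyses were not run, nor was the count of blood against buccal swab with the authors' values, and counts within the slide with both groups had no test. Input signal over negative controls limits the buccal comparisons.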

Other observations

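The test of paired arrays was chosen after related values were seen. Over 929 regions of chromosome X, the median in blood was above that of autosomal regions in 8 of 10 animals, by 0.04 ± 0.05 (SD, n = 10). This depended on the setting, with 0.14 and 10 of 10 animals higher when both channels had to be above background, and -0.0059 and 3 of 10 animals higher with no filter, and as X and autosomal values come from different probes, the test is void and X regions with more bound DNA stay open.

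Neighbouring regions might share tissue differences. Of the regions that differed between tissues, 140 had another within 100 kb called in the same direction. The median of 100000 random draws was 151 (permutation test, one-sided p = 0.797). No such sharing was seen among these calls. Only 2691 of 20788 regions were tested and the directions depended on the centring, so that sharing is not excluded.

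Arrays of the same animal might share animal-specific differences. After quantile normalization of both tissues together, the mean correlation of own pairs of blood and buccal arrays was 0.0434 over the 500 regions most variable in blood. Of the 720 pairings, 109 gave as high a value (exact permutation test, one-sided p = 0.151). In 1 of 6 animals the own buccal array correlated best.

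Across regions, the slope of buccal on blood values of the same animal was 0.08 in ZI40, 0.33 in ZI56 and 0.58 in ZI38, whose buccal arrays were dim, and 0.50 in ZI42, 0.63 in ZI46 and 0.95 in ZI60. The buccal arrays of ZI42 and ZI46 also had a lower input over negative controls, 1.5 and 1.92, than any blood array.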
